A study of Mus musculus with 3 samples. Its data were reported in "An ultra-conserved poison exon in the Tra2b gene encoding a splicing activator is essential for male fertility and meiotic cell division" (2025).

How the data were processed

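RNA contacts of Tra2β in testes of adult wild type mice had been mapped by iCLIP, a crosslinking method with the resolution of single nucleotides. Tra2β is an SR-like splicing regulator that binds purine-rich RNA. In iCLIP, ultraviolet light fixes a protein to the RNA it touches, the protein is pulled down with an antibody, and reverse transcription of the trimmed RNA tends to stop at the crosslinked nucleotide, so that the end of each cDNA marks a site of contact. The labels gave 1 group with 3 biological replicates. No input, IgG or knockout library was analysed here, so signal was compared within a library, against other parts of the same gene, other positions of the same exon, or the genome. Genes were also ranked against each other, without correction for RNA abundance.

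The authors had processed each library with the iMAPS pipeline. The version, the aligner and the treatment of reads that map to several places were not given in the sources used here. The deposited values were whole-number counts of unique cDNAs, after removal of duplicates by a random barcode, for each crosslinked nucleotide and strand. They were not normalised and replicates were not pooled. A nucleotide with no cDNA was not listed. Sequence names and the highest position of each sequence were checked against GRCm39, the mouse genome build named by the study for its browser views, and all of them fitted it. Because random barcodes were used, the counts are close to counts of molecules, and the intervals and limits given cover counting error only. Below, a crosslink is 1 unique cDNA at 1 nucleotide.

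Depth was 348033 crosslinks at 335153 positions in replicate 1, 619571 at 587353 positions in replicate 2 and 488719 at 456521 positions in replicate 3. The limit that a count of 0 allows was set at 3 counts, which is 8.62, 4.84 and 6.14 CPM (crosslinks scaled to the library total) in replicates 1, 2 and 3. Shares in a single library have 95% Clopper-Pearson intervals.

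Each crosslink was assigned on its own strand with the GENCODE vM39 annotation, using all transcripts. Where features overlapped, coding sequence (CDS) came before 3' UTR, then 5' UTR, exon of a non-coding transcript, intron and intergenic sequence. Exons in the headline share are CDS and both UTRs, and exons of non-coding transcripts are given apart. The genome share of a region was counted over both strands without undetermined bases. Genes were ranked by CPM scaled to the crosslinks assigned to genes, exons and introns together.

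For pentamers, each exonic crosslink position was paired with a control position drawn at random in the same stretch of exonic sequence. The ratio is the share of crosslink positions with the pentamer centred within 30 nt on either side, over the same share at controls. Testing used 1 crosslink position and 1 control per exon, with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment over 1024 pentamers in each library. A pentamer was called when the adjusted p was under 0.05 and the ratio above 1 in all 3 libraries.

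For named exons, exon numbers were counted along the canonical transcript of the gene. The crosslinks of the exon were compared with those of the other exons of that transcript by a two-sided exact binomial test on length, per library. The family for adjustment held 24 exons and introns and 72 tests. An item was called when the adjusted p was under 0.05 in the same direction in all 3 libraries. The log2 fold is the log2 ratio of crosslinks per nt in the exon over crosslinks per nt in the reference, with 0.5 crosslinks added to each. For short exons with no or few crosslinks this addition alone raises the fold, so folds are given only for exons with crosslinks. The mean fold was also placed among 58112 internal exons of 3455 genes with at least 20 exonic crosslinks. Because of the pseudocount, only ranks among exons of similar expected crosslinks are given, a comparison added after seeing the data. Expected crosslinks were taken from the exon and its reference together, so the exon's own crosslinks raise its expected number. Introns 8 and 9 of Ptbp2 were compared with the other introns of the gene in the same way. Poison exons of SR protein genes were taken as internal exons found only in nonsense-mediated decay or non-coding transcripts, overlapping no CDS of a protein-coding transcript of the gene.

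Agreement between libraries was measured as positions shared by libraries, against 100 draws in which each position was moved at random within the same region class of the same gene, and as Spearman's rho of crosslinks across genes. With 3 libraries in 1 group, no test between groups was possible, and a sign-flip test against a fixed value cannot give a two-sided p below 0.25.

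The items named in the text were chosen before the data were examined. They are the exons, introns and RNA that the study named with respect to binding or splicing, the 10 genes with the highest CPM, the 10 internal exons of protein-coding genes with the highest mean log2 fold among those with at least 20 crosslinks in total and 3 in each library, the 5 pentamers with the highest mean ratio, and the poison exons of 10 SR protein genes. Exceptions are marked where they occur. The alternatives concerned the counting of positions or cDNAs, the annotation, the order of regions, strand, windows, controls, reference regions, pseudocounts, minimum counts and leaving out each replicate in turn.

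The tests were tried on simulated data first. With crosslinks spread by exon length over the real genes, 0 of 3255 unchanged exons were called, 0 of 100 exons raised 4-fold and 43.0% of 100 exons raised 16-fold. Among the 45 exons raised 16-fold that received at least 20 crosslinks, 77.8% were called, and which exons can be called depends on the number of crosslinks in the gene. The 0 calls among unchanged exons hold only for crosslinks spread by length. Real internal exons had a median log2 fold of 1.20, which the pseudocount also raises. The simulation therefore gives no rate of false calls for real exons. With positions placed at random in exons, 0 of 1024 pentamers were called, and a planted pentamer ranked 1. For libraries redrawn at random, shared positions of replicates 1 and 2 were 0.986 times those of further draws. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, figures matplotlib 3.10.9, and alignments BLAST 2.17.0.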

Results

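To map where endogenous Tra2β touches RNA in the testis, crosslink maps from 3 adult wild type mouse testis iCLIP libraries were analysed. Tra2β is a nuclear splicing regulator with an RNA recognition motif between 2 arginine and serine rich domains, and it activates exons by binding inside them. The libraries held 348033, 619571 and 488719 unique crosslinks in replicates 1, 2 and 3. Most positions were seen in a single cDNA, 98.2%, 98.0% and 96.5% of positions in the same order, so single nucleotides carry little depth and most comparisons below are over exons, genes or groups of positions.

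The first question was how crosslinks were distributed over the genome. On average 29.2% ± 13.3 (SD, n = 3) of crosslinks fell in exons of coding transcripts (CDS and UTRs), which make up 2.02% of the genome bases on both strands. This was a 14.4-fold ± 6.57 (SD, n = 3) enrichment over the genome share. The CDS alone held 21.2% ± 9.98 of crosslinks against 0.736% of bases, the 3' UTR 6.13% ± 2.61 against 1.04%, and the 5' UTR 1.84% ± 0.773 against 0.251% (SD, n = 3 throughout). Exons of non-coding transcripts held a further 8.41% ± 0.328. Introns held 44.7% ± 6.32 of crosslinks against 27.6% of bases, a 1.62-fold enrichment, and intergenic sequence held 17.7% ± 7.26 against 68.8%.

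**Figure D1:**
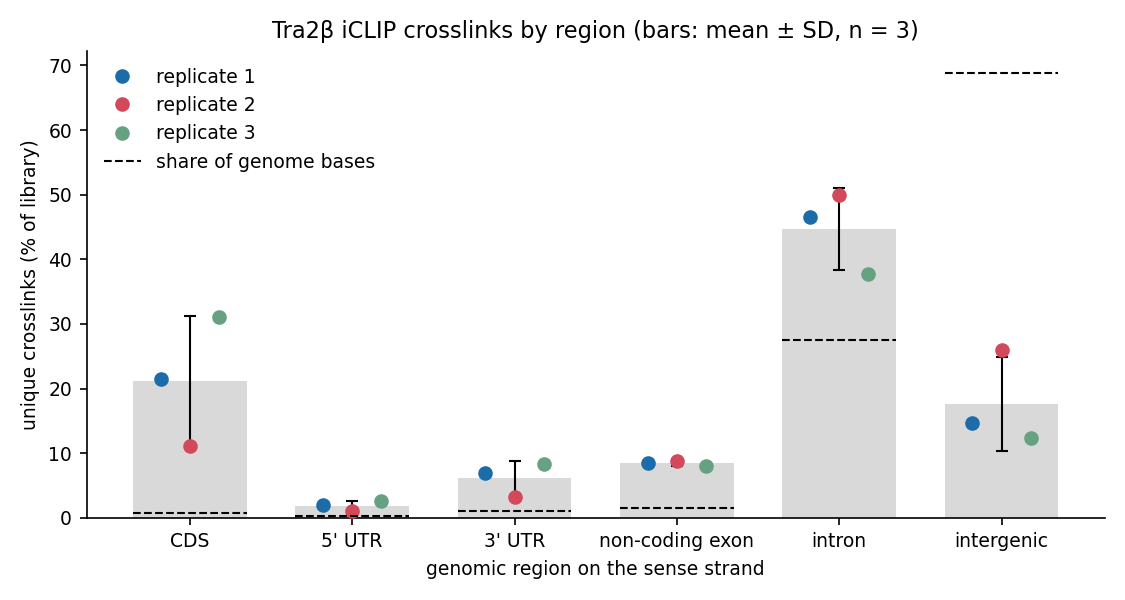
Share of unique crosslinks (y axis, percent of the library) in each genomic region (x axis), with 1 point per library, grey bars for the mean with SD (n = 3) and dashed lines for the share of genome bases. CDS crosslinks range from 11.1% in replicate 2 to 31.1% in replicate 3, all above the 0.736% of bases that are CDS.

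The libraries differed in this share by far more than counting error. The exon share was 30.4% in replicate 1 (95% Clopper-Pearson interval 30.2 to 30.5), 15.4% in replicate 2 (15.3 to 15.4) and 41.9% in replicate 3 (41.7 to 42.0). The fold over the genome share ranged from 7.59 in replicate 2 to 20.7 in replicate 3, so exons were above their genome share in all 3 libraries. The genome share takes no account of which sequence is transcribed or of how abundant spliced RNA is. Without a control library, this fold does not show that Tra2β prefers exons. An exact sign-flip test over 3 libraries cannot go below a two-sided p of 0.25, and none was run. Replicate 2 had the highest share of intronic crosslinks, and 25.9% of its crosslinks were intergenic. Crosslinks antisense to annotated genes, with no gene on their own strand, were 5.89%, 10.9% and 4.75% of replicates 1, 2 and 3. The alternative that moved the mean exon share most was to count a base as intronic wherever any transcript has an intron there, which gave 19.1% and lowered the share in every library, to 19.7%, 9.67% and 27.7%.

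The next question was which RNA sequences lay near exonic crosslinks. Windows of 30 nt on each side were compared with controls in the same exons, at 102108, 92807 and 188609 exonic positions in replicates 1, 2 and 3. Of all possible pentamers, 30 were called as enriched in all 3 libraries and 7 as depleted (two-sided Fisher's exact test, Benjamini-Hochberg). Of the 30 enriched pentamers, 17 contained GAA, 6 contained AGAA and 16 consisted of A and G only. There are 48, 8 and 32 such pentamers among all possible ones. GAAGA had the highest ratio to controls, 1.37 ± 0.154 (SD, n = 3), and was present in 27.3%, 34.7% and 27.2% of windows in replicates 1, 2 and 3. The ratios to control windows in the single libraries were 1.30, 1.55 and 1.27. The largest of its 3 adjusted p-values was 4.17e-46. AGAAG followed with a ratio of 1.31 ± 0.127 (largest adjusted p 6.56e-37, exact test), CGAAG with 1.30 ± 0.141 (0.00486) and AAGAA with 1.29 ± 0.134 (6.98e-29). ACGAA had the 5th highest ratio, 1.27 ± 0.0736, higher than 1 in 3 of 3 libraries, but was not called because its adjusted p was 0.0946 in replicate 1. The count of enriched pentamers differed most for intronic positions, where it was 59, and fell to 4 when only positions with at least 2 cDNAs were used.

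The 5 leading pentamers were located relative to the crosslinked nucleotide. In replicates 1 and 3 they were raised on both sides, at 2.00% and 1.94% of positions per nt over the 30 nt downstream and 1.90% and 1.88% over the 30 nt upstream. In replicate 2 the upstream share was similar, 1.87%, but the downstream share was 3.03%. The highest value lay 8 nt downstream in replicates 1 and 2 (2.36% and 4.42%) and 5 nt downstream in replicate 3 (2.36%). All 3 libraries had a dip at the crosslinked nucleotide itself, to 1.45%, 1.09% and 1.60%. Controls were at 1.55%, 1.66% and 1.58% there, and at 1.48%, 1.60% and 1.51% over the 30 nt on both sides.

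**Figure D2:**
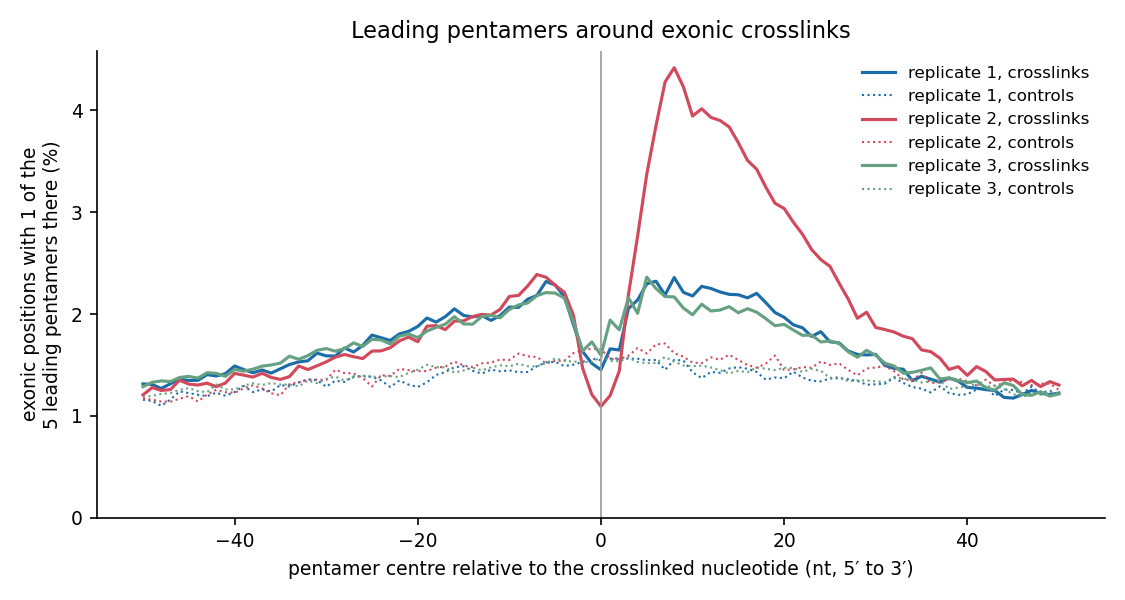
Share of exonic positions (y axis, percent) with 1 of the 5 leading pentamers centred at each distance from the crosslinked nucleotide (x axis, nt, negative is upstream), with solid lines for crosslinks and dotted lines for controls in the same exons, 1 colour per library. The downstream peak reaches 4.42% in replicate 2 and 2.36% in replicates 1 and 3, against control means of 1.36% to 1.43% over all distances shown.

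Agreement between libraries was measured at single nucleotides and at genes. There were 2403 positions shared by all 3 libraries, 7.35 times the 327 ± 19.8 (SD over 100 draws) expected when positions were moved at random within the same region of the same gene, and 0 of the 100 draws reached the observed number. Shared positions were a small part of each library, 0.717%, 0.409% and 0.526% of positions in replicates 1, 2 and 3. Replicates 1 and 3 shared 13692 positions (3.19-fold over redrawn), replicates 1 and 2 shared 5714 (3.08-fold) and replicates 2 and 3 shared 7667 (2.86-fold). Allowing a distance of 5 nt lowered the fold for all 3 libraries to 1.86. Across 36347 genes with at least 1 crosslink, Spearman's rho of crosslinks per gene was 0.783 for replicates 1 and 3, 0.732 for replicates 1 and 2 and 0.721 for replicates 2 and 3. These are correlations across genes within a pair of libraries, and genes are not independent replicates.

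The ranking of genes placed Malat1, which the study named as strongly bound, among all RNAs by number of crosslinks. CPM is not corrected for RNA abundance and no control library was analysed, so a rank is no measure of binding strength. Malat1 is a long non-coding RNA retained in the nucleus (chromosome 19, 5845717 to 5853602, minus strand, GRCm39). It ranked 2 of 18024 genes with crosslinks in all 3 libraries, with 1405, 6933 and 2402 crosslinks in replicates 1, 2 and 3, or 8481 ± 5753 CPM (crosslinks scaled to the total assigned to genes; SD, n = 3). The spread was wide, since replicate 2 had 15105 CPM against 4733 and 5606 in replicates 1 and 3. Malat1 ranked 3, 1 and 3 in the single libraries. Per kb of annotated exon it ranked 16. The 1st gene was mt-Rnr2, the mitochondrial large ribosomal RNA, with 10149 ± 2710 CPM. It was followed, after Malat1, by Akap12 (5257 ± 4152), Rn18s-rs5 (3962 ± 634), Ctnna3 (3124 ± 1109), mt-Rnr1 (3082 ± 2434), Spag16 (2589 ± 1059), Magi2 (2540 ± 1372), Agbl4 (2488 ± 1052) and Dnah8 (2443 ± 274). Akap12 had 6175, 723 and 8873 CPM in replicates 1, 2 and 3, and mt-Rnr1 had 4720, 285 and 4241, so both were low in replicate 2. Ribosomal RNA genes have near-identical copies, so their totals are uncertain. The RNAs mt-Rnr2 and mt-Rnr1 are mitochondrial whereas Tra2β is nuclear, so a high rank need not reflect binding. Ctnna3, Spag16, Magi2 and Agbl4 had 2.56%, 3.53%, 1.47% and 1.59% of their crosslinks in exons, whereas for Akap12 the share was 99.0%. The 10 genes together took 4.50%, 4.49% and 4.25% of the crosslinks assigned to genes.

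Poison exons were then examined. These are exons whose inclusion brings a premature stop codon into the mRNA and so lowers expression. The Tra2a poison exon (chromosome 6, 49229731 to 49230042, 312 nt, in intron 1, minus strand, annotated in nonsense-mediated decay transcripts) held 14, 51 and 20 crosslinks in replicates 1, 2 and 3. The 8 exons of the canonical Tra2a transcript held 11, 20 and 19 over 1921 nt. The log2 fold of crosslinks per nt over these exons was 3.20 ± 0.66 (SD, n = 3), higher in 3 of 3 libraries, and the largest adjusted p was 5.00e-06 (two-sided exact binomial test, Benjamini-Hochberg). Among 2658 internal exons with a similar expected number of crosslinks, a comparison chosen after seeing the data, this fold was above 99.7%. The Tra2b poison exon (chromosome 16, 22077736 to 22078011, 276 nt, in intron 1, minus strand) held 11, 10 and 17 crosslinks, against 1, 6 and 15 in the 9 canonical exons over 3528 nt. Its log2 fold was 4.94 ± 1.47 (SD, n = 3), higher in 3 of 3 libraries, with a largest adjusted p of 1.19e-07 by the same exact test. It was above 99.99% of 15078 internal exons with a similar expected number of crosslinks. Its expected number was 4.35. The exons with a higher fold in the ranking below had 0.845 to 2.06 expected crosslinks and lay outside this group. The single reference crosslink in replicate 1 sets much of this value, and without replicate 1 the log2 fold was 4.11. Against the rest of the surrounding intron, the log2 folds were 3.25 ± 0.89 for Tra2a and 3.68 ± 0.21 for Tra2b.

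The window of 41 nt with the most crosslinks was located in both exons, without a test against chance. In the Tra2a poison exon (49229996 to 49230036) it held 4, 27 and 6 crosslinks in replicates 1, 2 and 3, most of them from replicate 2, and reads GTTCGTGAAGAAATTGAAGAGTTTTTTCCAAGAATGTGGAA in the sense direction. In the Tra2b poison exon it (22077749 to 22077789) held 3, 3 and 9 crosslinks and reads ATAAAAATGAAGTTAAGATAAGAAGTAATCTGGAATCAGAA. The rest of intron 1 was crosslinked at 8.39 ± 1.27 per kb in Tra2a and 3.67 ± 1.02 per kb in Tra2b, against 0.621 ± 0.298 and 1.03 ± 0.340 per kb in the other introns of the same genes (SD, n = 3).

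**Figure D3:**
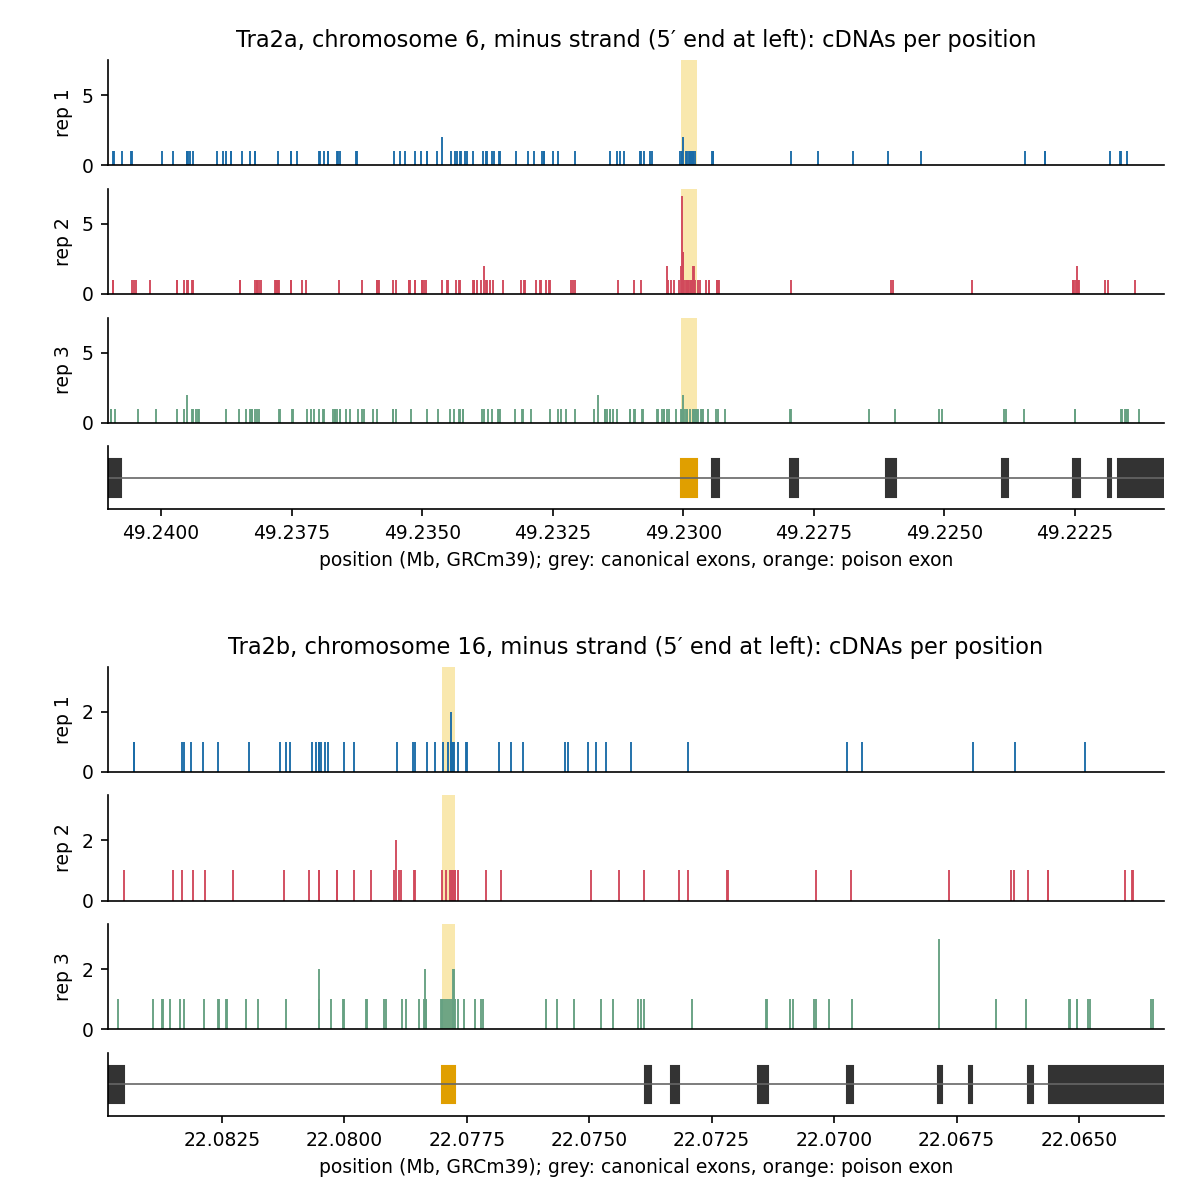
Crosslinks along Tra2a (upper) and Tra2b (lower), with the number of cDNAs at each position (y axis) for each library and the position in Mb on GRCm39 (x axis, reversed so that transcription runs from left to right), above the canonical exons in grey and the poison exon in orange. The shaded poison exons hold 14, 51 and 20 crosslinks in Tra2a and 11, 10 and 17 in Tra2b in replicates 1, 2 and 3, and scattered crosslinks cover the rest of intron 1.

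Across the 10 SR protein genes screened, 9 had an exon that met the definition, giving 14 poison exons. They were found by annotation and not matched to the primers of the study. The exons tested in Srsf5, Srsf7 and Srsf9 (338, 107 and 358 nt) do not have the length that the study's amplicons imply. Srsf6 had no exon by this rule, although the study listed primers for one. Further Tra2b exons of 61 and 239 nt are among the 14. The Tra2a and Tra2b exons above were called and 12 others were not. Of the 14, 5 had no crosslink in any library. Among the others with crosslinks, the highest fold was that of the Srsf3 poison exon (chromosome 17, 29258428 to 29258883, 456 nt) with 1, 2 and 2 crosslinks, against 1, 1 and 3 in the other exons, and its largest adjusted p was 0.576 (exact binomial test). At this depth, binding of these exons was not detectable, which is not evidence of its absence. Poison exons of the study that the rule missed were not tested. The mean log2 fold over the 14 exons was 1.22 ± 0.64 (SD, n = 3), but this value rests on the pseudocount. With the pseudocount placed on observed and expected crosslinks instead, chosen after seeing the data, the mean was -0.0210 ± 0.30. Without the called Tra2a and Tra2b exons, the mean over the other 12 was 0.74 ± 0.65 with the planned pseudocount and -0.58 ± 0.36 with the added one (SD, n = 3).

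Among the other exons that the study named, the long Nasp-T exon, which distinguishes the testis form of the histone chaperone gene Nasp (exon 6 of 15, chromosome 4, 116467600 to 116468574, 975 nt), held 172, 105 and 336 crosslinks against 211, 110 and 514 in the other 14 exons. The log2 fold was 1.13, 1.35 and 0.81 in replicates 1, 2 and 3, higher in 3 of 3 libraries, with a largest adjusted p of 1.21e-10 (exact binomial test). With the internal exons alone as the reference, the log2 fold was 0.30 and the exon was not called. Only 10 internal exons had a similar expected number of crosslinks, and its fold was above 60.0% of them, so it did not stand out among such exons. Against the flanking introns the log2 fold was 4.98 ± 0.41 (SD, n = 3), higher in 3 of 3 libraries, with a largest adjusted p of 1.10e-59 (exact binomial test). Introns are removed from spliced RNA, so an included exon can exceed its introns without preferred binding. Of all Nasp crosslinks, 91.9% were in exons. The same limit applies to the other comparisons of exons with introns. The window of 41 nt with the most crosslinks (116468425 to 116468465) held 71 of the crosslinks in the Nasp-T exon and reads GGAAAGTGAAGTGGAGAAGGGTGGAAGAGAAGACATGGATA. It was 85.4% purine, against 61.0% and 73.2% in the windows of the Tra2a and Tra2b poison exons.

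The Ggnbp2 exon of the study is the alternative exon of 126 nt in canonical intron 5 (chromosome 11, 84745081 to 84745206), going by the transcripts that the primers of the study amplify. The planned rule, which counts along the canonical transcript, missed it, and it was chosen after the values were seen. It held 14, 10 and 31 crosslinks. Its log2 fold was 2.02 ± 0.90 (SD, n = 3), higher in 3 of 3 libraries, with a largest adjusted p of 0.000433 (exact binomial test, adjusted over the exons added afterwards). The exon that the rule gave instead (84744880 to 84744993, 114 nt) is a different exon, held 5, 0 and 16 crosslinks and was not called (largest adjusted p 1.00, exact binomial test). Rpgr exon 14 (chromosome X, 10042242 to 10043120, 879 nt) held 6, 4 and 15 crosslinks with a log2 fold of 0.62 ± 0.58 and was not called. Against its flanking introns the log2 fold was 3.42 ± 2.10, higher in 3 of 3 libraries, but not called because the adjusted p was 0.631 in replicate 2 (3.78e-05 and 5.97e-12 in replicates 1 and 3, exact binomial test). Phf7 exon 9 (chromosome 14, 30961077 to 30961193, 117 nt) held 1, 0 and 2 crosslinks against 88, 11 and 206 in the rest of the transcript. Its adjusted p was below the threshold in 1 of 3 libraries, 0.00779 in the exact binomial test, and the exon was not called. Against its flanking introns, the log2 fold was 2.37 ± 1.34 and it was not called either (smallest adjusted p 0.165, exact binomial test). Rad18 exon 10 held 0, 2 and 0 crosslinks, Slc4a1ap exon 11 held 0, 1 and 0, and Map7d2 exon 7 held none, with 1, 3 and 2 in all other exons of that gene. No binding could be detected or excluded for these exons at this depth. No annotated exon was found in canonical intron 5 of Cep126, where 3, 3 and 5 crosslinks lay. Alternative exons in nearby introns of Rad18 and Cep126 were also looked up after the values were seen. That in intron 9 of Rad18 (78 nt) held 1, 0 and 1 crosslinks. That in intron 4 of Cep126 (1136 nt) held 3, 7 and 5 against 65, 53 and 134 in the other exons, with a log2 fold of -2.08 ± 0.93. It was lower in 3 of 3 libraries, but its largest adjusted p was 0.0907 (exact binomial test), and neither was called.

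The introns of Ptbp2, a splicing regulator gene needed in male germ cells, were compared in the same way. Introns 8 and 9 together held 35, 66 and 56 crosslinks against 21, 37 and 22 in the other 11 introns, a log2 fold of 2.52 ± 0.32 (SD, n = 3), higher in 3 of 3 libraries, with a largest adjusted p of 2.94e-08 (exact binomial test). All of these crosslinks were in intron 8 (chromosome 3, 119519855 to 119533963, 14109 nt), which held 62.5%, 64.1% and 71.8% of the intronic crosslinks of the gene. Intron 9 (119518295 to 119519714, 1420 nt) held 0, 0 and 0 crosslinks and was not called in either direction (largest adjusted p 1.00, exact binomial test). Against the neighbouring introns 7 and 10 alone, the log2 fold of introns 8 and 9 was 1.05 and they were not called. Intron 7 held 4.94 crosslinks per kb over the 3 libraries and intron 8 held 11.1.

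**Figure D4:**
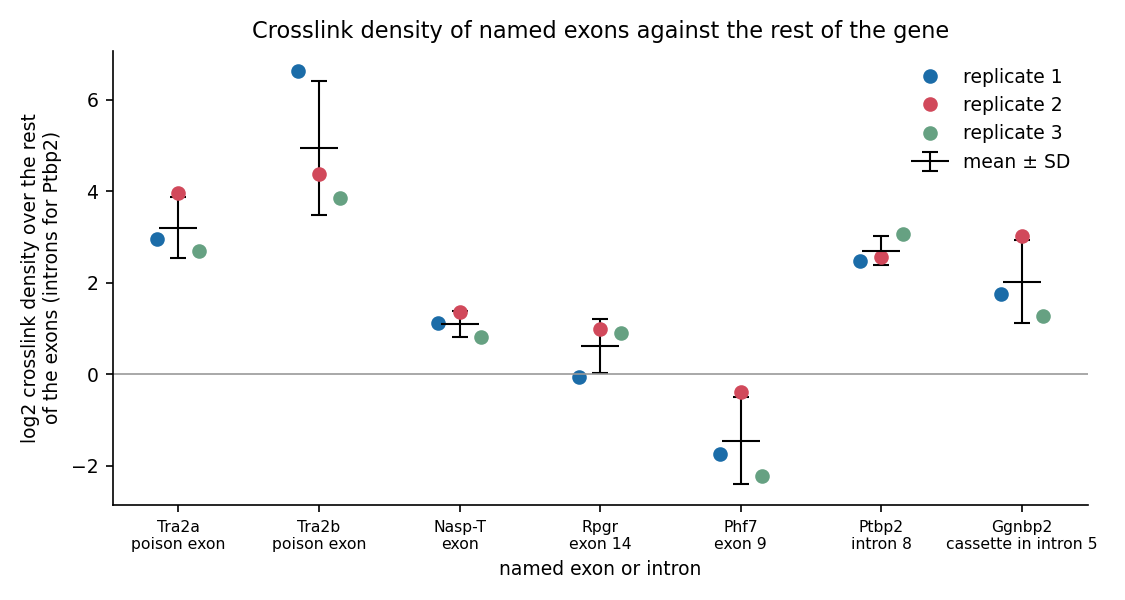
Log2 ratio of crosslinks per nt in named exons over the other exons of the gene, and for Ptbp2 intron 8 over the other introns (y axis), with 1 point per library and the mean with SD (n = 3). The Tra2a, Tra2b and Nasp-T exons, Ptbp2 intron 8 and the Ggnbp2 alternative exon are above 0 in 3 of 3 libraries, and Phf7 exon 9 is below 0. The Ggnbp2 exon was chosen after its values were seen.

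Finally, exons were ranked across all protein-coding genes to see which stood out from the rest of their transcript. Of 1003 internal exons with at least 20 crosslinks and at least 3 in each library, 784 had a log2 fold above 0 in all 3 libraries. A log2 fold of 0 is not the typical value, since the median over the 58112 internal exons was 1.20. The minimum number of crosslinks also favours exons with high folds. The ranking selects exons on the fold itself, so no test is given. The highest was exon 4 of Ift57 (chromosome 16, 49526454 to 49526544, 91 nt), with 8, 9 and 6 crosslinks against 12, 7 and 43 in 9058 nt of other exons, a log2 fold of 5.65 ± 1.59 (SD, n = 3). Its log2 fold was 6.08, 6.98 and 3.89 in replicates 1, 2 and 3. It lost the 1st place without replicate 1 and also without replicate 2. Without replicate 2, the Tra2b poison exon (5.23) was above it. Without replicate 1, exon 2 of Ssr1, with 6.84 and 4.45 in replicates 2 and 3, was above it. With all 3 libraries, exon 4 of Ift57 was followed by exon 2 of Nelfe (5.27 ± 0.87), exon 2 of Ssr1 (5.11 ± 1.51), exon 3 of Kpna4 (5.09 ± 0.22), exon 9 of Tcp10b (5.05 ± 0.22), exon 6 of Serbp1 (4.99 ± 0.50), the Tra2b poison exon (4.94 ± 1.47), exon 3 of Cfap298 (4.62 ± 0.50), exon 2 of Mea1 (4.56 ± 0.44) and exon 3 of Fgfr1op2 (4.56 ± 1.06). These 10 exons had 20 to 51 crosslinks each.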

Values the study reported

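The study reported that almost 27% of the unique iCLIP tags lay in exons, taken as internal exons together with the untranslated regions. It put the share of the genome that is exonic at 1%. Among the splicing changes of higher amplitude in mutant testes, the study gave 18 of 23 (78%) as having Tra2β tags.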

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

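The clusters were chosen after their counts were seen, and the alignment test was set out before its value was seen. The comparisons of genes and exons above use crosslinks in annotated genes, and those outside enter as intergenic or antisense totals. Among those outside, a cluster of crosslinks with no gene on its own strand stood out on chromosome 11 (108902489 to 108902896, minus strand, 408 nt), antisense to the long non-coding RNA gene Gm36876. It was singled out because its signal lay in sequence that no comparison of genes or exons used, above the 3 counts that a count of 0 allows. It held 555, 1837 and 540 crosslinks in replicates 1, 2 and 3, or 1888 CPM of all crosslinks on average (SD 964, n = 3). Another cluster with at least 50 crosslinks in each library lay on chromosome 3 (5925631 to 5925860, plus strand) with 62, 761 and 76 crosslinks. One technical explanation is that reads of an abundant non-coding RNA were placed at a copy of it. When both sequences, with 50 nt on each side, were aligned to all annotated transcripts, 0 of the 2 clusters aligned to an annotated ribosomal, small nuclear, small nucleolar or other structured RNA. This leaves the question open, because the annotation holds only 1 cytoplasmic ribosomal RNA gene over 1000 nt, so ribosomal RNA absent from it was not tested. In the genome, alignments over at least 0.5 of the length at 90% identity or more were found at 1 place for the chromosome 11 sequence and at 4 places for that on chromosome 3. The treatment of such reads by the authors was not given, and no biological explanation was tested.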

How the results depend on the processing

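No paired analysis was possible because the series has a single group. No called result changed sign. Values that were not called did, among them the mean over poison exons below, Rad18 exon 10 (log2 fold 0.83, and -1.04 with internal exons as the reference) and Phf7 exon 9 (-1.45, and 2.37 against flanking introns). The mean exon share stayed between 19.1% (intron before exon) and 33.8% (positions with at least 2 cDNAs) under all alternatives, and between 22.9% and 36.1% when a replicate was left out. The SD between libraries, 13.3, is larger than any of these shifts of the mean and so is a weak yardstick, and intron before exon lowered the share in every library. With at least 2 cDNAs the share rose to 34.9% and 56.5% in replicates 1 and 3 but fell to 9.90% in replicate 2. The SD between libraries was then 23.3. Among the alternatives, counting only transcripts flagged as primary (27.1%) was chosen after seeing the data.

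The number of enriched pentamers was 30. It was 25 to 34 with narrower, downstream or shifted windows and 31 to 45 without a replicate, where the rule of a call in every library can only add calls. It was 4 for positions with at least 2 cDNAs, where 1461, 1476 and 4255 exons were left to test, and 59 for intronic positions, of which 21 were among the 30. The cause of the larger intronic number was not tested. CGAAG was not called with 15 nt windows, with at least 2 cDNAs or in introns.

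Of the 9 exons found by the planned rule, which missed the Ggnbp2 exon of the study, 3 were called. With other internal exons as the reference 2 were called, and the Nasp-T exon was not (log2 fold 0.30 against 1.10). The only change there is that the first and last exons leave the reference. Those of Nasp were thus less densely crosslinked than its other internal exons, and the call of the Nasp-T exon rests on them. Across the genome, the CDS was 28.9-fold and the 3' UTR 5.91-fold over its share of bases. Why terminal exons of Nasp held fewer crosslinks was not tested. The Ggnbp2 exon of 126 nt was not run under the alternatives. The log2 fold of Ptbp2 introns 8 and 9 was 2.33 to 2.64 without a replicate, but 1.05 against neighbouring introns only, where they were no longer called. That reference is dominated by intron 7, which itself is more densely crosslinked than introns 1 to 3. The Tra2b poison exon had a log2 fold of 4.11 to 5.49 without a replicate, the lowest without replicate 1.

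The mean log2 fold of 14 poison exons was 0.85 to 1.43 without a replicate, 2.26 with a pseudocount of 2 and -0.0210 with a pseudocount on observed and expected crosslinks, which was added after seeing the data. Without the Tra2a and Tra2b exons it was 0.74, and -0.58 with the added pseudocount. It therefore reflects the pseudocount and carries no information on binding of the sparsely covered exons. Malat1 ranked 1 to 3 without a replicate and 16 per kb of exon. Spearman's rho across genes ranged from 0.721 without replicate 1 to 0.783 without replicate 2. For genes with at least 20 crosslinks it was lower for pairs with replicate 2 (0.717 and 0.627) than for replicates 1 and 3 (0.857). The fold of positions shared by all 3 libraries over redrawn positions, 7.35, was 1.86 within 5 nt and 12.2 for positions with at least 2 cDNAs. Of the 58112 internal exons, 31.9% had no crosslink in any library.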

Other observations

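The tests on an even spread of tags and on the side of the crosslink where pentamers lie were chosen after their values were seen. The others in this part were set out before.

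Replicate 2 differed from the other libraries in several ways at once. Its exon share was 15.4% against 30.4% and 41.9%, and Malat1, introns and intergenic sequence took more of it. An even spread of tags over the genome was tested by subtracting the intergenic density from every region. The exon share then rose to 23.4% in replicate 2, but to 38.1% and 50.6% in replicates 1 and 3, so replicate 2 stayed as far below them and such a background alone is not the cause. Leaving out mitochondrial, ribosomal and small nuclear RNA and Malat1 gave 15.9% against 31.2% and 42.9%, which argues against a few abundant RNAs as the cause. Other genes being sampled was tested on 4373 protein-coding genes with at least 10 crosslinks in each library. With the same gene weights for all libraries, the exon share within genes was 37.7% in replicate 2 against 48.3% and 55.4%. Without common weights it was 28.5% against 45.1% and 58.6%, so the mix of genes may account for part of the gap and not for all of it. Of these genes, 59.6% had their lowest exon share in replicate 2, against 33.3% by chance. An even background and the mix of genes were each tested alone. Their combination was not tested, so it remains open, as does another difference in the preparation of this library. No biological explanation was tested, since all libraries are of 1 group.

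Crosslinks without any sequence preference are a further candidate explanation for replicate 2, and this was tested with the 5 leading pentamers. Windows at exonic positions held 1 of them 1.31 times as often as controls in the same exons in replicate 2, against 1.14 and 1.13 in replicates 1 and 3. In introns, with controls within 500 nt, the ratios were 1.45 against 1.12 and 1.14. Replicate 2 therefore did not lack sequence preference. Its excess in exons lay downstream of the crosslink, and upstream its ratio to controls was the lowest of the libraries (1.17). In exons the higher ratio is thus no measure of binding specificity. In introns the upstream ratio of replicate 2 was the highest (1.46 against 1.15 and 1.18). The sides are not independent, so this does not settle specificity there. A partial loss of specificity stays open.

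The extra pentamers of replicate 2 lay mostly downstream of the crosslink, which is inside the cDNA. In exons the downstream share was 1.62 times the upstream share in replicate 2, against 1.05 and 1.03 in replicates 1 and 3. At intergenic positions it was 1.57 against 1.06 and 1.11. Such a one-sided excess would follow if cDNAs of purine-rich sequence had been favoured when this library was made, for example by digestion, ligation or amplification. The upstream side leaves this open. It was not raised in exons (1.17 times controls in replicate 2 against 1.28 and 1.25) but was raised in introns (1.46 against 1.15 and 1.18) and at intergenic positions (1.53 against 1.23 and 1.22). Purine-rich stretches extend over both sides of a site, so the sides are not independent and selection on the cDNA and stronger binding cannot be told apart here. A library from the same lysate without the antibody would separate them.

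Intergenic crosslinks might be background. If so, the leading pentamers would be no more frequent there than at controls within 500 nt. The ratios were 1.13, 1.42 and 1.12 in replicates 1, 2 and 3, the lowest being that of replicate 3, close to the values in exons of replicates 1 and 3. Background with no sequence preference therefore cannot make up all intergenic crosslinks, although in replicates 1 and 3 the margin over the 10% excess set as close to 1 is small. Whether the rest comes from Tra2β on unannotated transcripts or from a sequence bias of the method was not tested.

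The 10 exons with the highest fold over the rest of their gene may stand out because of their sequence. All 10 held more of the 5 leading pentamers per nt than the mean of the other exons of their gene, 7.22 per 100 nt on average against 1.55. The pentamers were found from crosslinks in all exons, these included, so this is not independent evidence. Exon length was a technical candidate, as long exons gather counts, but 2 of the 10 exons were longer than 95% of internal exons and their median length was 115.5 nt against 123 nt. The reference is another candidate, since it includes the first and last exons with their UTRs. It ranged from 2186 nt in Tcp10b to 15296 nt in Serbp1. With internal exons alone as the reference, the log2 fold of the Tra2b poison exon fell from 4.94 to 4.29. No ranking with that reference is given, so this candidate stays open. Across 1003 exons, Spearman's rho between pentamer density and log2 fold was 0.513. Exons are not independent replicates. Mappability and crosslinking efficiency of purine-rich sequence were not tested, and no control library is at hand to separate them from binding.

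The share of the genome in exons was 2.02% here. That is higher than the value quoted from the study above, and the cause was not tested.

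In Tra2a and Tra2b, the first intron outside the poison exon was crosslinked at 8.39 and 3.67 per kb, compared with 0.621 and 1.03 per kb in the other introns. Intron 9 of Ptbp2, counted along the canonical transcript, had no crosslinks. Numbering along another transcript would shift which introns are 8 and 9.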
